A study of Mycolicibacterium smegmatis with 4 samples. Its data were reported in "Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in Mycobacterium smegmatis" (2013).

How the data were processed

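Per the labels, cells in exponential growth were washed and kept in medium without a nitrogen source for 30 min, and labelled cRNA was made from 300 ng of total RNA. On each array, 1 channel held RNA of the wild type and the other RNA of the *amtR* deletion strain. The labels number the arrays of each dye orientation as replicates 1 and 2. The methods of the study give 2 biological replicates per strain with the dyes flipped for each, so the 2 arrays of a replicate number were read as the same pair of RNA extracts and counted once, which makes n = 2. For 1 array the strain label of the wild-type channel reads SMR6 and was taken to be SMR5.

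Per the file headers, the authors scanned the arrays at 5 micron and extracted the spots with Agilent Feature Extraction 9.5.3.1. The deposited intensity values are the mean signal of a spot and the median of its local background in the red (Cy5) and the green (Cy3) channel, with no normalization. The deposited files also hold processed intensity values, which the authors' extraction software detrended, background-subtracted and dye-normalized, and their log10 ratio of red over green. Flags for spots well above background, saturated or uneven were deposited as 0 or 1. The series also has a value table, made by the authors with GeneSpring XI. Its values were set against the scanner ratios of the same arrays through the probe names, of which 6760 matched. The authors' values are log2 ratios of wild type over mutant on every array (r across genes 0.967, 0.916, 0.998 and 0.952), with medians of -0.00, 0.00, 0.00 and 0.02. Their centring is not given in the sources used here.

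Each array has 14056 spots, of which 13520 are gene spots and 536 controls. Each gene had 1 probe in 2 spots, whereas the methods describe a pair of probes per gene. Gene names are those of the array design. Of these locus tags 6398 were found in the RefSeq annotation of assembly ASM1500v1, which was used only for gene symbols and gene order, and 362 were not. The genome build of the array design is not named, so no coordinates are given.

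Intensities were background-corrected with normexp (offset 50) and normalized by loess within each array, with control spots at weight 0, in limma 3.58.1 under R 4.3.3. Spots with outlier flags (2, 4, 4 and 5 on the arrays) were left out. Log2 ratios were turned to YL1 over SMR5, averaged over spots of a probe and then over the 2 arrays of a replicate. Genes well above background in either channel on at least 2 arrays were tested, which kept 6491 and left out 269. The replicate means were tested against 0 with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit had 1 residual degree of freedom per gene and a prior of 3.50. A dye effect was tested with the same functions on red over green, where the strain effect cancels. In that fit the adjusted p of the named genes followed the size of the effect alone. A gene's own spread between the replicates thus carried no visible weight. The p-values and counts of the dye test are therefore not comparable with those of the strain test.

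Gene lists were tested against all other genes with cameraPR on the moderated statistics with a preset correlation of 0.01, and again with camera and an estimated correlation on the 4 arrays with a dye term. The 21 lists hold the 6 candidate AmtR targets and 6 neighbours of *amtR*; the study's GlnR-dependent and starvation genes; genes of ammonium assimilation, nitrate and nitrite, and urea use; ATP synthase, NADH dehydrogenase, hydrogenase, DosR, siderophore and chaperone genes; and, by annotation, ribosomal protein, arginine, TetR, transposase, amino acid transport and sigma factor genes. The preset correlation gave 7 called lists and the estimated correlation 0, with a lowest adjusted p of 0.506. The test with an estimated correlation had few residual degrees of freedom on 4 arrays. It did not call even the 6 candidates, so a list that it did not call cannot be taken as unshifted. The preset value of 0.01 lies below the estimates for some lists, such as 0.53 for ribosomal protein genes, so its calls are not firm either.

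The design, the lists and the rule for named genes were fixed before the data were examined. Named are *amtR*, its neighbours and the 6 candidates. To these come up to 12 genes in each direction with the highest and lowest ratios among those past the threshold with 1 direction on all arrays, filled to 5 by the lowest unadjusted p, and the 2 members of each list with the largest ratios. This gave 49 genes, of which the text names those that matter. Where others are named, the text says so.

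Both arrays with YL1 in Cy5 lie on 1 slide with 1 scan and both with SMR5 in Cy5 on another, so slide and dye orientation cannot be told apart, while the strains are compared within every array. To check whether the replicate numbers pair the arrays, the difference between replicates on the first slide was set against that on the second. These correlated with r = 0.641 over 6491 genes, which are not independent, and with 2 pairs only. The median SD of duplicate spots was 0.0744, 0.0496, 0.0595 and 0.0569 on the log2 scale.

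The procedure was tested on simulated data with the brightness and backgrounds of these arrays, for the same comparison and 6491 genes. With 200 genes changed, 98% of those changed 1.5-fold and 100% of those changed 2-fold, 3-fold and 4-fold were recovered, and 7.87% of the calls were unchanged genes. With only 6 genes changed, set on replicate means already normalized, 0 of 6 were recovered at 1.5-fold, 5 at 2-fold and 6 at 3-fold and 4-fold. Noise was drawn independently for each replicate, whereas the real replicate means correlated with r = -0.332 outside the candidates. Duplicate spots also had less noise than was measured here. Recovery in the real data can therefore be lower, and MSMEG_2189 missed the threshold at 3.46-fold. None of 100 random lists of 20 genes was called. The simulated genes varied independently of each other, so this does not test lists of correlated genes. The ribosomal protein list, for example, had an estimated correlation of 0.53.

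Alternatives to the background correction, normalization, filter on dim probes, replicate and slide handling, prior variance, test, values and threshold were run 1 at a time. The planned test per probe, with the brighter probe taken for a gene, was void because each gene has 1 probe.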

Results

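Transcript levels of *Mycobacterium smegmatis* wild-type SMR5 and of *amtR* deletion strain YL1 were compared after 30 min of nitrogen starvation. AmtR is a TetR-type repressor, and the question was which transcripts depend on it when nitrogen is lacking. Total RNA of both strains was labelled and hybridized together on 4 DNA microarrays, which carry 1 probe for each of 6760 genes. Each of 2 replicates was hybridized once with YL1 in Cy5 and once with SMR5 in Cy5. In the order YL1 in Cy5 replicate 1, YL1 in Cy5 replicate 2, SMR5 in Cy5 replicate 1 and SMR5 in Cy5 replicate 2, the percentage of genes well above background was 95.1%, 93.6%, 99.2% and 92.2% in the red channel. In the green channel it was 87.1%, 79.8%, 98.7% and 78.1%. No gene spot was saturated. The number of arrays limits the precision of every value below.

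All ratios are given as log2 of YL1 over SMR5. The deposited value table of the series runs the other way, wild type over mutant. The gene *amtR* itself (MSMEG_4300) had a log2 ratio of 0.27 ± 0.08 (SD, n = 2) and was higher in YL1 on 4 of 4 arrays, but did not pass the limma test (adjusted p = 1.00). Strain YL1 keeps the 3′ portion of the gene, where the 60-base probe lies, so this value does not check the strain. By RNA hybridization the study reported a stronger *amtR* signal in YL1 than in the wild type. The array value had the same direction but did not pass. The 6 neighbouring genes MSMEG_4297 to MSMEG_4303 did not pass either. They ranged from -0.05 for the putative adenylate cyclase gene MSMEG_4302 to 0.14 for *panB* (MSMEG_4298), which encodes an enzyme of pantothenate synthesis. As a list they had a median of 0.04 (adjusted p = 0.18 by camera).

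A single stretch of adjacent genes stood out. Transcripts of MSMEG_2184 (amino acid permease), MSMEG_2185 and MSMEG_2186 (conserved hypothetical proteins), MSMEG_2187 (urea amidolyase) and MSMEG_2188 (integral membrane protein) were higher in YL1 than in SMR5. The increase was 3.54-fold, 2.96-fold, 3.54-fold, 3.56-fold and 2.23-fold, respectively. These 5 genes were the only ones of 6491 tested that passed an adjusted p of 0.05 in the limma fit. The sixth candidate AmtR target, MSMEG_2189 (allophanate hydrolase), was 3.46-fold higher and missed the threshold (adjusted p = 0.0633). Urea amidolyase and allophanate hydrolase act in the breakdown of urea through allophanate.

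The log2 ratio of MSMEG_2184 was 1.82 ± 0.22 (SD, n = 2, adjusted p = 0.0284) with a 95% confidence interval from 1.59 to 2.06. For MSMEG_2185 it was 1.57 ± 0.08 (adjusted p = 0.0199, interval from 1.42 to 1.71), and for MSMEG_2186 it was 1.82 ± 0.25 (adjusted p = 0.0284, interval from 1.57 to 2.08). MSMEG_2187 reached 1.83 ± 0.29 (adjusted p = 0.0366, interval from 1.55 to 2.12). MSMEG_2188 gave the smallest ratio of the group with 1.16 ± 0.10 (adjusted p = 0.0284, interval from 1.00 to 1.32), and MSMEG_2189 had 1.79 ± 0.34 with an interval from 1.46 to 2.12. All 6 were higher in YL1 on 4 of 4 arrays, with array values between 0.97 and 2.28, and all were well above background in both strains on 4 arrays. The median over the 6 genes was 1.81, with 1.99 in replicate 1 and 1.59 in replicate 2. Within slide 1, which held both arrays with YL1 in Cy5, it was 1.81, and within slide 2, with SMR5 in Cy5, it was 1.66. A dye effect was measured for MSMEG_2185 (0.22, red over green) and MSMEG_2186 (0.26) and cancels in each replicate mean.

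The 6 genes formed a list fixed from the study, which had named them by comparison with other genomes and had tested some of them by hybridization in the same strains, so the list is not independent evidence of their direction. Of its 6 members 5 rose and 1 did not pass over all genes tested, while 6 rose when adjusted over the list alone. The list was called by camera with the preset correlation (adjusted p given by the software as 0) and was not called otherwise (adjusted p = 0.506 with an estimated correlation). The genes on either side, which were picked after their values were seen, had log2 ratios of 0.11 (MSMEG_2183) and -0.01 (MSMEG_2190), and neither passed the test.

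**Figure D1:**
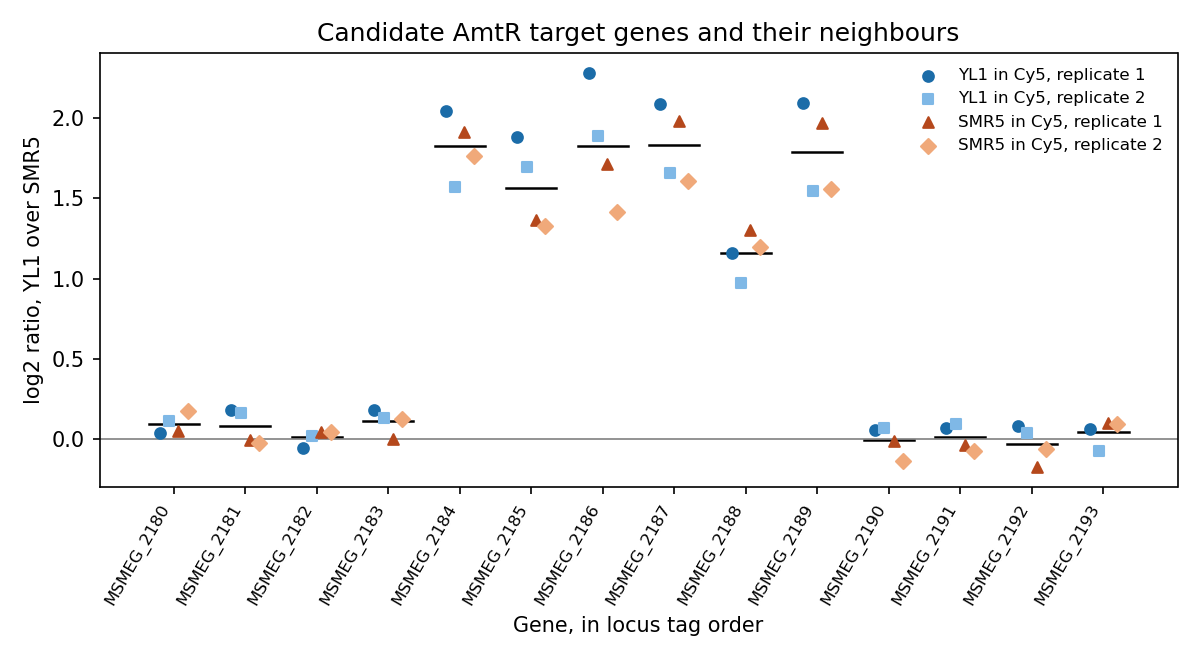
Log2 ratio of YL1 over SMR5 (vertical axis, no unit) for MSMEG_2180 to MSMEG_2193 in locus tag order (horizontal axis). Each symbol is 1 of the 4 arrays and each bar is the mean of the 2 replicates. The candidate genes MSMEG_2184 to MSMEG_2189 lie between 0.97 and 2.28, and the genes on either side lie near 0.

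No gene was lower in YL1 in the limma fit (0 genes), while 60 genes were lower and 70 higher at an unadjusted p under 0.05. Together these are 130 of 6491 genes, below the share of 0.05 expected if no gene changed and the replicates were independent. The direction was the same on 4 of 4 arrays for 9.5% of the genes, against 12.5% if each array's direction were random. Over the 6485 tested genes other than the candidates, the replicate means correlated with r = -0.332. Such a correlation lowers both shares and makes the limma test less likely to pass a gene. Few calls therefore do not show that other genes were unchanged. Of the genes lower on 4 of 4 arrays, those with the lowest unadjusted p were MSMEG_1987 (-0.51 ± 0.00 (SD, n = 2), adjusted p = 0.228) and MSMEG_6579 (-0.51 ± 0.09, adjusted p = 0.354), both conserved hypothetical proteins. Next came MSMEG_3545 (-0.38, adjusted p = 0.779), MSMEG_5355 (-0.37, adjusted p = 1.00) and the nitrite reductase gene *nirD* (MSMEG_0428, -0.27, adjusted p = 1.00). MSMEG_1987, MSMEG_3545 and MSMEG_6579 passed as lower without a dye term, when the 4 arrays were taken as samples or with a random replicate block. MSMEG_1987 and MSMEG_6579 also passed in both with a dye term and with median centring in place of loess. Slide as a block is the same fit as the 4 arrays with a dye term. MSMEG_6579 passed with a trended prior too. The methods' own test passed 0 genes after adjustment. Outside the 6 candidates the mean log2 ratio of the tested genes lay between -0.51 and 0.48, with an SD over all tested genes of 0.08. The highest of these was MSMEG_0173 (0.48, adjusted p = 0.267), a hypothetical protein named after its value was seen.

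The count of 5 genes depended on the processing and the test. It was 0 without background subtraction, 1 with an added scale normalization, 12 with median centring in place of loess, and 9 or 10 when the 4 arrays were treated as samples, with or without a block. It was also 0 with the methods' own test after adjustment, which has little power with so few values. The 6 candidate genes were at least 2-fold higher without regard to a test in each of these, and they were the only such genes when both replicates were used.

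**Figure D2:**
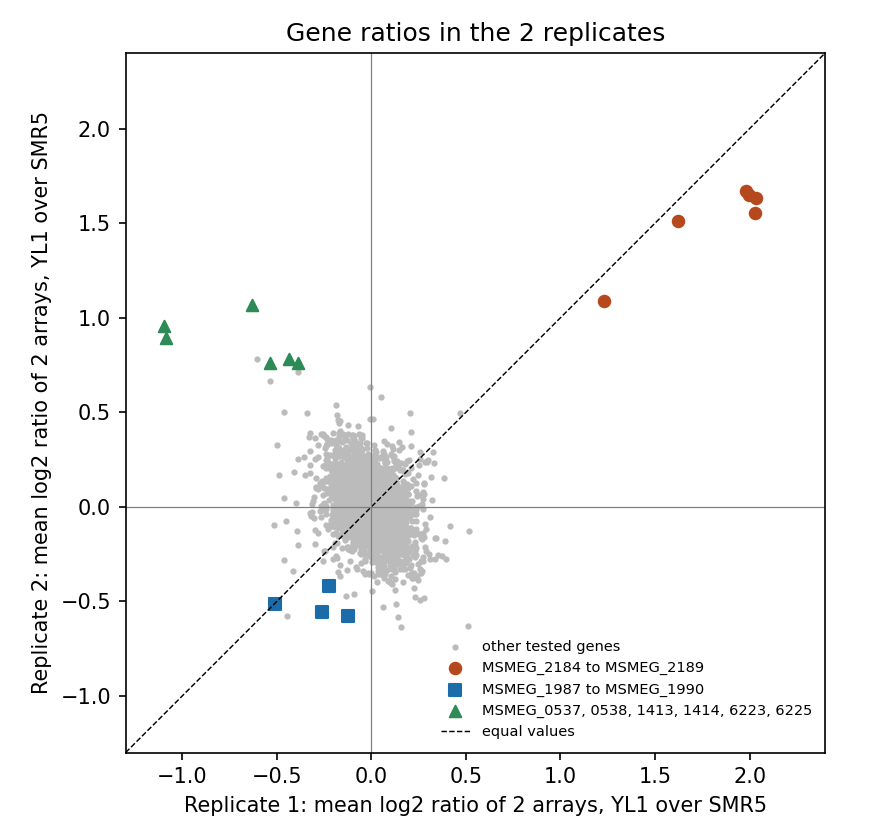
Mean log2 ratio of YL1 over SMR5 in replicate 1 (horizontal axis) against replicate 2 (vertical axis), each the mean of 2 arrays of opposite dyes. Each point is 1 of 6491 tested genes and the dashed line marks equal values. The 6 candidate genes lie near the line above 1.00 on both axes, while MSMEG_0537, MSMEG_0538 and MSMEG_1414 are below 0 in replicate 1 and above 0 in replicate 2.

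Genes of nitrogen metabolism outside this stretch showed small ratios. One list held genes that the study found to depend on the activator GlnR on its wild type and *glnR* mutant arrays. Of its 125 members 4 rose (MSMEG_2184 to MSMEG_2187), none fell and 121 did not pass. Adjusted over the list alone, 5 rose, including MSMEG_2189, and 1 fell (MSMEG_1987). In all 30 members were higher and 95 lower, with a median of -0.07 (adjusted p = 0.146, and 0.506 with an estimated correlation), -0.01 in replicate 1 and -0.11 in replicate 2. The list was called lower with the methods' own test on replicate means (adjusted p = 0.012) and on arrays (0.000129), within slide 1 (median -0.11, adjusted p = 0.00328) but not slide 2 (-0.04, 0.318), and without the array with SMR5 in Cy5 replicate 1 (-0.09, 0.00591). This list holds 5 of the candidates. Without them, a choice made after the data were seen, the median of the 120 others was -0.08 and camera called the list lower (adjusted p = 1.27e-11, but adjusted p = 0.509 with an estimated correlation). With median centring in place of loess this call was lost (median -0.00, adjusted p = 0.247), and the list with its candidates was called higher (adjusted p = 0.000503). The study chose this list on arrays whose starved wild-type RNA may be the same as here, so it is not independent evidence. The 6 genes with the opposite dependence on GlnR had a median of 0.08 (adjusted p = 0.39), with no member passing by either adjustment, among them MSMEG_1999 (0.19 ± 0.45) and MSMEG_1738 (0.14 ± 0.17).

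The ammonium assimilation list included the ammonium transporter gene *amt* (MSMEG_6259, -0.20 ± 0.18 (SD, n = 2)) and the type III glutamine synthetase gene *glnT* (MSMEG_6260, -0.24 ± 0.42). None of its 17 genes passed by either adjustment, and the list had a median of -0.06 (adjusted p = 0.0532, and 0.51 with an estimated correlation), with 0.03 in replicate 1 and -0.15 in replicate 2. With median centring the median was 0.01 (adjusted p = 0.796). Within slide 2 it was -0.01 (adjusted p = 0.784). Without the array with YL1 in Cy5 it was -0.02 for replicate 1 and -0.03 for replicate 2, and the list was not called. The list was called lower with signal required in both channels (adjusted p = 0.048), with the candidates left out of every list (0.045), within slide 1 (0.0015), and without the array with SMR5 in Cy5 of replicate 1 (0.00112) or of replicate 2 (0.0124). The nitrate and nitrite list had a median of -0.10 over 6 tested genes and was called lower by camera (adjusted p = 0.00328, but adjusted p = 0.506 with an estimated correlation). Its nitrite reductase genes *nirB* (MSMEG_0427, -0.21) and *nirD* (MSMEG_0428, -0.27) were lower on 4 of 4 arrays. Over all genes tested 0 of the 6 fell, and adjusted over the list alone *nirD* fell, as 1 of 6. The urea list, with the urea transport genes *urtA* (MSMEG_2982, -0.12) and *urtE* (MSMEG_2978, -0.14), had a median of -0.10 over 11 genes and was called lower (adjusted p = 0.016, but adjusted p = 0.506 with an estimated correlation). Its median was -0.00 in replicate 1 and -0.24 in replicate 2, and 0 members passed by either adjustment. With median centring in place of loess neither list was called (nitrate and nitrite median -0.06, adjusted p = 0.169, and urea median -0.01, adjusted p = 0.807), nor was either with Agilent's processed ratios or a trended prior. The calls were also lost without the array with YL1 in Cy5 of replicate 1 or of replicate 2 (adjusted p = 0.0607 and 0.0686 for nitrate and nitrite, 0.23 and 0.0879 for urea), as they were within slide 2 (0.318 and 0.631), and without the filter on dim probes the nitrate and nitrite median was -0.03. The 35 amino acid transport genes, of which MSMEG_2184 rose by either adjustment, had a median of -0.01, a mean of 0.04 and an upward test direction (adjusted p = 0.0585). Without MSMEG_2184 the direction of the 34 others was downward (median -0.01, adjusted p = 0.945). With median centring the list was called higher (median 0.05, adjusted p = 0.00166), but not without MSMEG_2184 (median 0.04, adjusted p = 0.55). In all it was called in 6 of 24 alternative settings, each with MSMEG_2184 in it. Among the 24, the dye term on 4 arrays and slide as a block are 1 and the same fit. Another of the settings that called it required signal in both channels (adjusted p = 0.0162). MSMEG_6877, an ATP-binding protein of branched-chain amino acid transport, had 0.13 and did not pass.

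Genes responding to nitrogen starvation in the wild type, as listed by the study from arrays that may share this RNA and so not independent evidence, had small ratios between the strains. Of 284 genes induced by starvation 3 rose (MSMEG_2185 to MSMEG_2187) and 281 did not pass, with a median of -0.02 (adjusted p = 0.106), -0.04 in replicate 1 and 0.00 in replicate 2. The list was called lower without the array with SMR5 in Cy5 of replicate 1 (median -0.03, adjusted p = 0.0074) or of replicate 2 (-0.03, 0.046), and within slide 1 (-0.04, 0.0071) but not slide 2 (-0.01, 0.784). Adjusted over the list alone, 3 rose and 2 fell (MSMEG_1987 and MSMEG_6579). Without the 3 candidates in it the list was called lower with a median of -0.02 (adjusted p = 0.00109, but adjusted p = 0.509 with an estimated correlation), while with median centring the median was 0.02 and the list was not called (adjusted p = 0.536). None of 231 genes repressed by starvation passed by either adjustment. Their median of 0.02 was called higher by camera (adjusted p = 0.000306, but adjusted p = 0.506 with an estimated correlation), with 0.06 in replicate 1 and -0.01 in replicate 2. It was 0.05 with median centring, and the list was not called with Agilent's processed ratios or within slide 1 (adjusted p = 0.132). Its members with the largest ratios were the chaperonin gene *groL* (MSMEG_0880, 0.27 ± 0.16 (SD, n = 2)) and *maf* (MSMEG_1811, 0.22 ± 0.11).

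Among the lists of general metabolism, no gene passed over all genes tested or adjusted over the list alone. Ribosomal protein genes were higher in YL1 in 56 of 58 cases, with a median of 0.11 (adjusted p = 1.1e-14, but adjusted p = 0.506 with an estimated correlation). Examples were *rplL* (MSMEG_1365, 0.27 ± 0.02 (SD, n = 2)) and *rplW* (MSMEG_1438, 0.21 ± 0.18). Their median was 0.01 in replicate 1 and 0.20 in replicate 2, and with median centring it was 0.18 over both. The 8 chaperone genes, with *groL* (MSMEG_0880) and *grpE* (MSMEG_0710, 0.17), had a median of 0.05 (adjusted p = 0.012, but adjusted p = 0.51 with an estimated correlation), with 0.11 in replicate 1 and -0.01 in replicate 2. The 7 genes of the DosR regulon, the dormancy response of mycobacteria, had a median of 0.09 (adjusted p = 0.0131, but adjusted p = 0.506 with an estimated correlation), with 0.01 in replicate 1 and 0.17 in replicate 2. MSMEG_3932, annotated as 14 kDa antigen, had 0.17 and MSMEG_5243 had 0.12 ± 0.37. With median centring the chaperone median was 0.13 and the DosR list was not called (adjusted p = 0.0526), and with Agilent's processed ratios or a trended prior the chaperone list was not called. Without the array with YL1 in Cy5 replicate 1 neither list was called (adjusted p = 0.0906 for chaperones and 0.13 for DosR), nor was DosR without that of replicate 2 (0.117) or chaperones without SMR5 in Cy5 replicate 2 (0.0862). The chaperone median was 0.09 without YL1 in Cy5 replicate 2 and 0.02 without SMR5 in Cy5 replicate 2. Within slide 2 neither list was called (0.12 for chaperones and 0.416 for DosR), and within slide 1 DosR was, with a median of 0.16 (adjusted p = 0.0273), and chaperones were not (0.186).

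The remaining lists were not called, and no member passed by either adjustment. The median was 0.02 for 8 ATP synthase genes (adjusted p = 0.753), -0.01 for 11 genes of NADH dehydrogenase (0.995), and -0.01 for 23 hydrogenase genes (0.751). It was 0.00 for 19 siderophore genes (0.995), whose mean and test pointed downward, and -0.03 for 6 arginine genes (0.995), which included the arginyl-tRNA synthetase gene *argS* (MSMEG_4959, 0.09). For 129 TetR regulator genes it was 0.01 (0.186), for 61 transposase genes -0.01 (0.753) and for 31 sigma factor genes -0.00 (0.94). The sigma-70 factor gene MSMEG_1599 had the largest ratio in the last list with -0.26 ± 0.27 and did not pass.

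**Figure D3:**
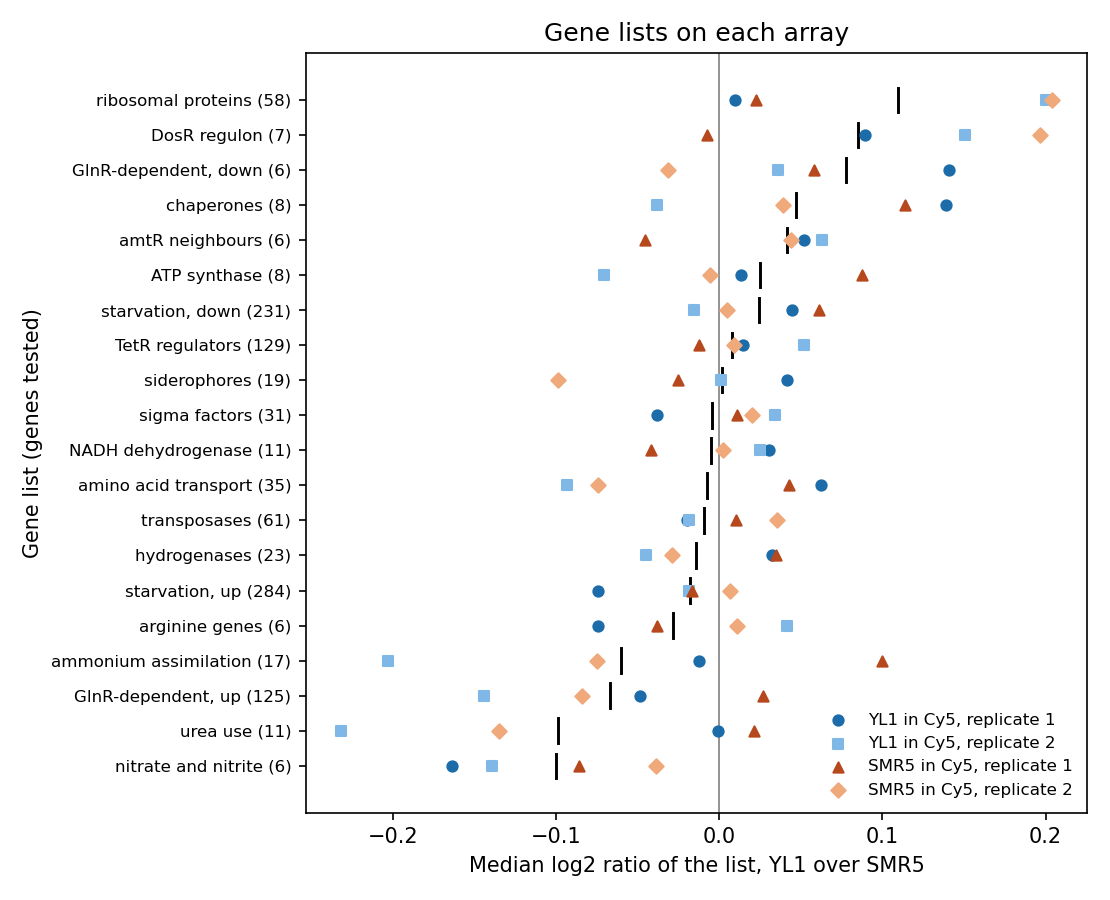
Median log2 ratio of YL1 over SMR5 (horizontal axis) for each gene list other than the candidate genes (vertical axis, with the number of genes tested). Symbols are the medians on the 4 arrays and black bars the medians of the replicate means. The ribosomal protein list lies at 0.20 on both arrays of replicate 2 and at 0.01 and 0.02 on those of replicate 1.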

Values the study reported

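The study reported that transcripts of 231 genes decreased and those of 284 genes increased at least 3-fold in the wild type on nitrogen starvation. For strains starved of nitrogen, it reported 125 genes with higher transcript levels in the wild type than in its *glnR* mutant. In that comparison it gave ratios of 48.27 for msmeg_2184, 12.81 for msmeg_2185, 32.35 for msmeg_2186, 3.36 for msmeg_2187 and 3.68 for msmeg_2189. It quoted no array value for the comparison of the wild type with the *amtR* deletion strain. It stated, without showing the data, that its arrays of these strains revealed no further AmtR targets. By RNA hybridization it reported stronger signals for msmeg_2184, msmeg_2187 and msmeg_2189 in the deletion strain. It also reported binding of AmtR to the DNA upstream of msmeg_2184. For the remaining part of *amtR* it reported a stronger hybridization signal in the deletion strain, which it read as autoregulation. Nitrogen starvation had no effect on that signal.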

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

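The tests on all ratios of the array with SMR5 in Cy5 replicate 1, on dye bias, on loess and on GlnR-dependent genes were chosen after the results were seen. The tests on dim probes and on probe brightness were chosen before.

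Several genes differed between the dye orientations by a limma test of the dye effect (red over green). Among the 49 named genes these were 13. The candidates MSMEG_2185 (0.22, adjusted p = 3.86e-06) and MSMEG_2186 (0.26, adjusted p = 3.23e-08) had larger ratios with YL1 in Cy5, 1.79 and 2.08, than with SMR5 in Cy5, 1.35 and 1.56. Dye effects in the same direction were found for MSMEG_1738 (0.21), MSMEG_1999 (0.14), *panB* (MSMEG_4298, 0.12) and MSMEG_6877 (0.11). In the opposite direction they were found for the hydrogenase gene MSMEG_2274 (-0.28), *urtA* (MSMEG_2982, -0.19), *glnT* (MSMEG_6260, -0.18), MSMEG_5355 (-0.17), *rplL* (MSMEG_1365, -0.16), *grpE* (MSMEG_0710, -0.15) and the transposase gene MSMEG_0073 (-0.11). Camera with the preset correlation found a dye effect for the lists of GlnR-dependent genes (median -0.025, adjusted p = 0.0362), of genes induced by starvation (-0.0195, adjusted p = 0.0362) and of ammonium assimilation (-0.035, adjusted p = 0.00618). In all 1103 of 6491 genes or 17% passed the dye test, none of them 2-fold. As that test gave no visible weight to a gene's own spread, this count cannot be set against that of the strain test. Dye effects cancel in each replicate mean.

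The spike-in RNAs, which no comparison used, had slopes of observed on expected log ratios in the file headers of 0.61 and 0.622 on the arrays with YL1 in Cy5, replicates 1 and 2, and of 0.153 and 0.431 on those with SMR5 in Cy5, replicates 1 and 2. The low slope on the array with SMR5 in Cy5 replicate 1 is a quotient of 0.252 to that of the other array of the replicate. A compression of all ratios is argued against, since the medians of the 6 candidate genes on these arrays, 1.81 and 2.07, gave a quotient of 0.878 (0.726 to 1.13 for single genes). Among the dimmest 25% of the probes the quotient of the SDs of the log2 ratios was 0.969, but the ratios of these probes correlated with r = -0.35 between the arrays, so their spread did not measure the strain difference and a compression of dim ratios stays open. The median spike-in signal before background correction was only 1.23 to 2.63 times that of negative control spots on the arrays, and 2.60 in red and 1.99 in green on this one, which limits what the slopes can show and leaves a different amount of spike-in RNA open, while no biological explanation was tested.

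Ribosomal protein genes were higher in YL1 in replicate 2 (median 0.20) and near 0 in replicate 1 (0.01), and the difference between the replicates was called by camera (adjusted p = 2.02e-10, but adjusted p = 0.504 with an estimated correlation). Dye bias is argued against, because the lower of the medians on the 2 arrays of replicate 2, which had opposite dyes, was 0.20. With median centring in place of loess the median was 0.26 in replicate 2 and 0.08 in replicate 1. Genes matched on brightness, 174 in number, had a median of -0.01, a quotient of -0.043 to that of the list. Loess sets the typical ratio at each brightness near 0, so this value cannot show whether brightness plays a part. A difference between the cultures of this pair, such as in growth state at harvest, may remain as a hypothesis and was not tested.

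MSMEG_1987 to MSMEG_1990, picked after their values were seen, were lower in YL1 on 4 of 4 arrays each, although none passed the test. Their median of -0.38 was the lowest of 6157 windows of 4 adjacent genes. The medians were -0.34 on slide 1 and -0.42 on slide 2. As the genes were already seen to be lower on 4 of 4 arrays, this is no separate test of dye bias. MSMEG_1989 is not among the study's GlnR-dependent genes. The medians of the 4 genes were -0.24 in replicate 1 and -0.53 in replicate 2. For 117 other GlnR-dependent genes they were -0.01 and -0.12, with gaps of at least 1.85 SDs of the others. Of the 117, 7 were as low in replicate 1 and 1 in replicate 2. Because the 4 genes were picked as the lowest window, a gap follows from the choice and does not decide whether all GlnR-dependent genes fell equally. An equal fall stays open, as does one that differs among GlnR-dependent genes or accounts for a part of these values. Whether AmtR acts on the 4 genes was not tested.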

How the results depend on the processing

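Of the tests here, the fits within each slide, the replicate block with a dye term and the lists without the candidates (also with median centring or an estimated correlation) were chosen after the data were seen. The candidates' median log2 ratio stayed between 1.66 and 1.89 in all settings with both replicates, and was 1.59 without replicate 1 and 1.99 without replicate 2. The 5 genes changed became 0 without background subtraction (0 at least 2-fold), 12 with median centring and 1 with an added scale normalization (1 at least 2-fold). With the 4 arrays as samples they became 10 without and 9 with a dye term. Slide as a block is the same fit as this dye term, because slide and dye orientation coincide, and so also gave 9. With the replicate block as a random effect they became 10 without a dye term and 9 with it, and no candidate lost its call under the block. A trended prior gave 9. Beyond the candidates, these settings called MSMEG_0173, MSMEG_1987, MSMEG_3545, MSMEG_3672, MSMEG_6579, MSMEG_0918, MSMEG_0919 or MSMEG_5790. The t-test of the methods, run on the loess values, gave 0 genes after adjustment, on replicate means and on arrays, where it has little power. Unadjusted it gave 255 and 243, with 2 and 6 at least 2-fold. At least 3-fold, 3 genes passed. Leaving out 1 array at a time gave 6 genes, all candidates, in each case. Without replicate 1 and without replicate 2 there is no test; 7 and 8 genes were then at least 2-fold, against 6.

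The 7 lists called became 3 with Agilent's processed ratios, 3 with the deposited value table, 4 with a trended prior, 3 within slide 2 and 0 with an estimated correlation. Leaving out 1 array at a time gave 3 (YL1 in Cy5 replicate 1) to 11 (SMR5 in Cy5 replicate 1). Under median centring the GlnR-dependent list was called upward (median -0.0019) and the genes induced by starvation were too (median 0.0264). The dye effect count rose from 1103 to 4383 under median centring. For single named genes, 19 values lost and 31 gained a call, and for lists 39 lost and 20 gained one. Where not shown by the construction of a setting, the cause was not tested. Signal over background limits the green channel most, with 78.1% of genes well above it on the weakest array; with a filter for signal in both channels on all arrays, 5154 genes were tested and 6 passed.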

Other observations

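The test of the difference between replicates was chosen after the data were seen. Its lists had still fewer values for an estimated correlation, so a list not called with one cannot be taken as equal between the replicates.

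Beyond the strain comparison, many genes had ratios that differed between the replicates in the mean of both slides. In a limma test of replicate 1 minus replicate 2, 994 of 6491 genes passed an adjusted p of 0.05, and 10 of these differed at least 2-fold. The SE was nearly the same for the genes with the largest differences (0.077 to 0.086). The test thus mainly ranks the mean difference and does not measure agreement between the slides. MSMEG_1901 passed with differences of 0.23 on slide 1 and 1.36 on slide 2. If both slides carried the same extracts, as the arrays were read here although the labels do not say so, the test compares these RNA extracts and not conditions. The MarR-type regulator gene MSMEG_0538 had a log2 ratio of YL1 over SMR5 of -1.10 in replicate 1 and 0.96 in replicate 2, and its neighbour MSMEG_0537 had -1.09 and 0.89. The amidinotransferase gene *ddaH* (MSMEG_1414) had -0.63 and 1.07, and *rocD* (MSMEG_1413), which encodes an enzyme of ornithine breakdown, had -0.39 and 0.76. The efflux pump gene *lfrA* (MSMEG_6225) had -0.54 and 0.76, the gene of its repressor LfrR (MSMEG_6223) -0.44 and 0.78, and the regulator gene *whiB7* (MSMEG_1953) -0.39 and 0.71. The opposite order was found for the oxygenase gene MSMEG_1299, with 0.51 and -0.63. These genes were picked by the size of the difference.

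Some lists of nitrogen genes differed between the replicates as well. The counts here are of genes that passed the limma test of this difference. Of 17 ammonium assimilation genes 8 passed as higher in replicate 1 and none as higher in replicate 2 (median difference 0.17, adjusted p = 4.79e-06 by camera, but adjusted p = 0.504 with an estimated correlation). Of 125 GlnR-dependent genes 42 passed as higher in replicate 1 and 9 in replicate 2 (median difference 0.10, adjusted p = 1.72e-08, but adjusted p = 0.504 with an estimated correlation). An ammonium transporter family gene (MSMEG_4635) had 0.23 and -0.48, and the permease gene *urtB* (MSMEG_2981) had 0.23 and -0.43. Of 11 urea genes 5 passed as higher in replicate 1 and 1 in replicate 2 (0.20, adjusted p = 6.21e-05, but adjusted p = 0.517 with an estimated correlation). All 6 candidates had higher ratios in replicate 1, and 4 of them passed (0.33, adjusted p = 6.21e-05, but adjusted p = 0.519 with an estimated correlation). The genes induced by starvation had the opposite order, with 52 passing as higher in replicate 1 and 73 in replicate 2 (-0.03, adjusted p = 0.0102, but adjusted p = 0.509 with an estimated correlation). The nitrate and nitrite list was not called (-0.02, adjusted p = 0.807), with 1 gene passing as higher in replicate 2. Across the other 6485 tested genes, which are not independent, the means of the replicates correlated with r = -0.332. With median centring in place of loess this was -0.0758, and with Agilent's processed ratios it was -0.207. No explanation for the difference between the replicates was tested.

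The highest median of 4 adjacent genes without a candidate was 0.29, for MSMEG_0917 to MSMEG_0920 and equally for MSMEG_0918 to MSMEG_0921. Of these genes MSMEG_0918 and MSMEG_0919 passed the test under median centring and not in the limma fit of the report. MSMEG_0918 had -0.01 in replicate 1 and 0.63 in replicate 2.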
